A study of Mus musculus with 10 samples.

How the data were processed

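RNA was extracted from 2 independent experiments per the labels' protocols, and libraries were prepared with a stranded total RNA kit and sequenced on an Illumina HiSeq instrument. The same protocol speaks of poly-A RNA, so the selection step is not certain. RNAs without a poly-A tail were abundant in the libraries: Rpph1, the RNA part of RNase P, stood at 6230 ± 280 CPM in Py2T-LT controls and 11100 ± 869 CPM in MTΔECad controls. The samples were Py2T-LT cells as controls, with a MEK inhibitor, or with BMP2 and the MEK inhibitor, and MTΔECad cells as controls or with rosiglitazone, all at 7 days. The protocol's usual doses are 200 ng/ml BMP2, 40 µM of the MEK inhibitor PD98059 and 2 µM rosiglitazone, with DMSO medium for control cells, and the sample labels themselves give no dose. The protocol for differentiating cancer cells adds rosiglitazone after BMP2, while the labels of the Py2T-LT samples name no rosiglitazone, so whether their medium held it is not known here.

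The deposited table holds whole-number read counts per gene for 18103 NCBI gene identifiers in the 10 libraries, unnormalised as far as the values show. Per the submitters' processing notes, the reads were aligned with STAR to the mouse genome build mm10. The STAR version, the counting tool, its use of strand, its treatment of reads shared by several genes and the annotation are not given in the sources used here. Reads of overlapping or antisense genes and of near-identical family members may therefore be divided between them in an unknown way, which makes values of the Ifit genes and of the Acot1 and Acot2 pair uncertain, as well as Kcnq1ot1 and genes that overlap another. Identifiers were matched to symbols and coordinates with the RefSeq annotation of GRCm38.p6, the assembly of mm10, for 18057 genes and with GENCODE M21 for 3 more. The 43 unmatched identifiers held 0.763% of the counts and stayed in the tests without being named. No mitochondrially encoded gene of the fixed list has a row in the table analysed here, so this measure of RNA quality was not used, and 221 genes had 0 counts in each library.

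Library totals were 14659987 to 17249199 counts, so with TMM scaling 1 count was worth at most 0.07 CPM and 3 counts per library, taken as the floor, at most 0.21 CPM. The 10 most abundant genes took 7.54% to 10.4% of a library. Replicates differed by more than counting noise in each group (chi-square per gene 5.5 to 17.2, highest in the Py2T-LT controls), so no 2 libraries were treated as copies of 1. All libraries carry the same lane in their labels, and no batch was given. The p-values measure the spread between 2 experiments per group.

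Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr over all groups, which left 13149. Library sizes were scaled by TMM, and a negative binomial quasi-likelihood model with robust dispersion and 1 mean for each of the 5 groups was fitted to all 10 libraries together, which leaves 5 residual degrees of freedom. The common biological coefficient of variation was 7.07%. The 5 comparisons were tested with glmQLFTest, with Benjamini-Hochberg adjustment within each comparison and a threshold of 0.05. The standard error of a log2 fold change is its size divided by the square root of F. Where a group had 0 counts in both libraries, a fold is given only as a bound against the floor of 3 counts per library, and where it had 1 to 9 counts in all, a ratio with an exact 95% conditional counting interval is available. Such intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

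Before the data were examined, 21 gene lists were fixed: adipogenic regulators, adipocyte lipid storage and hormone genes, PPAR targets and fatty acid oxidation, brown and beige adipocyte genes, cholesterol synthesis, BMP and SMAD1/5 targets, TGF-β targets, bone and cartilage genes, ERK feedback and target genes, epithelial genes, mesenchymal and EMT genes, actin cytoskeleton and SRF targets, matrix proteases and inhibitors, cell cycle, CDK inhibitors and p53 targets, interferon response, markers of haematopoietic, endothelial and skeletal muscle cells, nuclear and non-polyadenylated RNAs, and mitochondrially encoded mRNAs. Smad7 stands in the BMP and TGF-β lists, Dlx5 in the BMP and bone lists, and Cidea in the adipocyte and brown lists. Sizes given for a list in the results count its tested members only. For example, 6 of 11 brown and beige genes and 11 of 20 epithelial genes were tested. Lists with at least 4 tested members were tested with camera from limma 3.58.1 with a preset inter-gene correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation and with fry, whose directional p tests whether a set's genes move one way on balance and does not compare them with other genes. Where the p with an estimated correlation is not given beside a called list, the call held with it.

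The genes named in the text were chosen by a rule fixed at the same time. In each comparison it takes the 5 largest rises and 5 largest falls among genes past the threshold with a mean log2 CPM of at least 2 (prior count 2) and libraries that do not overlap between groups, leaving out predicted gene models and pseudogenes. It adds up to 3 passing members with the largest change of each list with at least 2 such members, and always takes Pparg, Cebpa, Fabp4, Adipoq, Plin1, Cdh1, Vim, Id1, Dusp6 and Mki67. Not all genes that the rule takes are reported here. Genes named outside this rule were chosen after their values were seen, which holds for Id2, Srebf1 under rosiglitazone, Tnnt2 and the genes near Mdm2 in the report. It also holds for Neat1 under rosiglitazone and for some of the nuclear or non-polyadenylated RNAs compared between the lines.

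The steps were tested on simulated counts drawn from the real means and library sizes with known changes. In each simulation 67, 67 and 66 genes were changed 1.5-fold, 2-fold and 4-fold. The real comparisons called 1737 to 8020 genes, and whether the shares below carry over to so many changes was not tested. For the MEK inhibitor comparison (13029 genes), 79.1% of genes changed 1.5-fold, 97% of those changed 2-fold and 98.5% of those changed 4-fold were recovered, and 4.7% of the calls were false. For the other 4 comparisons the false share was 9.3% (BMP2 plus MEK inhibitor against control, 12935 genes), 7.3% (combination against inhibitor, 12958 genes), 7.5% (rosiglitazone, 13027 genes) and 8.5% (line, 13024 genes), above the nominal level. A raised list was called in each of the 5 simulations, and in the line simulation 1 of 17 other lists was called too. Whether the preset correlation suits the real genes was not tested by these simulations.

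The alternatives tried were DESeq2 1.42.0, RLE size factors, no count filter, a minimum of 1 CPM in 2 libraries, a fit of only the compared groups, a replicate block, the stricter threshold of 1 on the log2 scale, and leaving out each library in turn. With 1 library left in a group, that library was assumed to vary like the other groups, and the tested genes were kept as in the full set. Groups of 2 allow neither a test for outlying libraries nor a count of other splits of the samples. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.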

Results

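The data were gene counts from RNA sequencing of 10 libraries made from 2 mouse breast cancer cell lines, all harvested on day 7. Py2T-LT cells are long-term Py2T cells, a mesenchymal subline of a line derived from a mouse mammary tumour. They were sampled as controls, after a MEK inhibitor, and after bone morphogenetic protein 2 (BMP2) together with the MEK inhibitor. MTΔECad cells are a mesenchymal mouse breast cancer line in which E-cadherin was deleted, and they were sampled as controls and after rosiglitazone, an agonist of the nuclear receptor PPARγ. Each of the 5 groups held 2 libraries, and the library totals ran from 14659987 to 17249199 counts. Replicate libraries correlated across genes at 0.9928 to 0.9948 (Pearson, log2 CPM, counts scaled to a common library total), whereas libraries of different lines correlated at 0.829 to 0.847. Levels are given in CPM as mean ± SD with n = 2, and log2 fold changes carry their standard error (SE). A gene is said to have risen or fallen where it passed edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p of 0.05 over the 13149 genes tested. The camera p of a gene list is adjusted over the lists tested in that comparison.

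MEK inhibition alone was compared with the Py2T-LT controls to see what blocking this kinase, which activates ERK, did to these cells. Adipocyte genes rose, some of them from close to the detection floor. Adipoq, the gene of the adipocyte hormone adiponectin (NCBI Gene 11450, chromosome 16, 23146536 to 23157968, GRCm38), stood at 24.4 ± 2.35 CPM after the inhibitor and at 0.281 ± 0.31 CPM in controls, a log2 fold change of 6.41 ± 0.28. Fabp4, a fatty acid carrier of adipocytes (NCBI Gene 11770, chromosome 3, 10204342 to 10208616), rose from 3.08 ± 1.39 to 104 ± 11.4 CPM, by 5.08 ± 0.19. The lipid droplet genes Cidec and Plin1 rose by 6.01 ± 0.28 and 5.82 ± 0.34, and the fatty acid transporter Cd36 rose by 5.71 ± 0.19. The control levels of Adipoq rest on 9 counts: its log2 fold change ran from 5.59 to 8.46 without 1 of the control libraries, that of Cidec from 5.42 to 7, and that of Cd36 reached 6.45. Of 23 measured adipocyte lipid storage and hormone genes, 17 rose and none fell at this threshold (19 rose adjusted over the list alone), with camera adjusted p = 3.8e-52.

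Among 12 adipogenic regulators, 5 rose and 1 fell, in the same numbers when adjusted over the list alone (camera adjusted p = 1.4e-04; adjusted p = 0.2 with an estimated correlation). Pparg, the gene of the receptor that drives adipocyte differentiation (NCBI Gene 19016, chromosome 6), rose by 1.87 ± 0.15 to 12.9 ± 1.35 CPM, Cebpa by 1.13 ± 0.13 to 79.9 ± 9.02 CPM and the lipogenic factor Srebf1 by 1.33 ± 0.1 to 632 ± 90.2 CPM. Proliferation genes were higher too. Of 29 cell cycle genes, 21 rose and none fell (22 rose adjusted over the list alone; camera adjusted p = 2.7e-13), among them Ccnb1 by 0.88 ± 0.15, Cenpe by 0.79 ± 0.09 and Aurkb by 0.78 ± 0.13. Mki67, a marker of cycling cells, rose by 0.4 ± 0.08, from 248 ± 16.3 to 329 ± 15.1 CPM.

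Genes known as ERK targets or feedback regulators did not move together under the inhibitor. Of 18 measured, 3 rose and 3 fell (3 and 5 adjusted over the list alone; camera adjusted p = 0.33). Egr1, an immediate early gene, fell by 1.51 ± 0.21, whereas Fosl1 rose by 0.73 ± 0.13. Dusp6, a phosphatase that acts on ERK, stood at 147 ± 12.8 CPM against 158 ± 24.3 CPM in controls, a difference of -0.1 ± 0.11 with edgeR adjusted p = 0.61.

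The epithelial gene Cdh1, which encodes E-cadherin, fell by 1.52 ± 0.15, from 33.8 ± 3.04 to 11.8 ± 1.21 CPM, and the claudin gene Cldn4 fell by 1.73 ± 0.23. Over the 11 epithelial genes tested, 2 rose and 4 fell (5 and 5 adjusted over the list alone), and the list was not called (camera adjusted p = 0.11). Vim, the mesenchymal filament gene, rose by 0.37 ± 0.08 to 3860 ± 184 CPM with edgeR adjusted p = 0.0029, which became 0.08 without Py2T-LT control replicate 2. In the BMP target list, 6 of 18 rose and none fell (7 and 1 adjusted over the list alone; camera adjusted p = 0.0026; adjusted p = 0.2 with an estimated correlation). Atoh8 rose by 1.13 ± 0.16 and Id4 by 1.05 ± 0.18. Id1, another BMP target, differed by 0.36 ± 0.12 and missed the threshold (edgeR adjusted p = 0.057). It passed without a count filter (0.0024), with only the compared groups fitted (0.035) and without Py2T-LT control replicate 1 (0.016). Of 15 TGF-β target genes, 2 rose and 6 fell (2 and 8 adjusted over the list alone; camera adjusted p = 0.0063; adjusted p = 0.1 with an estimated correlation), with log2 fold changes of -0.97 ± 0.2 for the ligand gene Tgfb1 and -0.74 ± 0.08 for Tgfb3.

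Bone and cartilage genes rose in 4 of 9 cases with none falling (4 adjusted over the list alone; camera adjusted p = 0.0093; adjusted p = 0.28 with an estimated correlation), and the list lost its call without Py2T-LT control replicate 1 (adjusted p = 0.21). Col10a1, a collagen of hypertrophic cartilage, stood at 3.12 ± 0.154 against 0.187 ± 0.0896 CPM, a ratio of 16.7 with a 95% counting interval of 7.43 to 46.6. Of the 11 fixed brown and beige adipocyte genes only 6 were tested. Of these 6, none rose and 2 fell, as also adjusted over the list alone. The list's camera test pointed down (adjusted p = 6.3e-05), although its median and mean log2 fold changes were 0.09 and 0.29, and the call was lost without a count filter (adjusted p = 0.74). The fallen members were Dio2, which makes active thyroid hormone and fell by 3.2 ± 0.09 from 603 ± 31.7 CPM, and Tnfrsf9, which fell by 0.45 ± 0.15 and was not called once any of the 4 libraries was left out (edgeR adjusted p = 0.11 to 0.15), with only the compared groups fitted (0.067) or by DESeq2 (0.1). The brown and beige list was not tested without Dio2 in any comparison, so how far its calls rest on this gene is not known. The largest rises by the naming rule also held Adamts15, a matrix protease gene, at 4.25 ± 0.18 and the scavenger receptor gene Scara5 at 3.85 ± 0.11. The largest falls were Wnt10a, a Wnt ligand gene, at -3.7 ± 0.15, Dio2, the coagulation factor gene F5 at -3.09 ± 0.23, Qpct at -2.87 ± 0.16 and Aspa at -2.84 ± 0.16.

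In the remaining lists camera made no call. Of 20 PPAR target and fatty acid oxidation genes 7 rose and 2 fell (8 and 3 adjusted over the list alone; camera adjusted p = 0.11). Angptl4, a PPAR target, rose by 1.5 ± 0.1. Of 18 cholesterol synthesis genes 2 rose and 2 fell, of 17 mesenchymal genes 4 rose and 3 fell, and of 14 actin genes 3 rose and none fell. Of 10 matrix protease and inhibitor genes 5 rose and 3 fell, of 11 CDK inhibitor and p53 target genes 6 rose and 1 fell, and of 14 interferon response genes 4 rose and none fell. Adjusted over the list alone, these 6 lists gave, in that order, 2 and 2, 5 and 4, 4 and 0, 5 and 3, 6 and 1, and 4 and 0, and the camera adjusted p were 0.96, 0.96, 0.11, 0.79, 0.11 and 0.17. Without a count filter, camera called the PPAR, actin and CDK inhibitor lists upwards (adjusted p = 0.01, 0.042 and 0.0092). The actin list also passed without Py2T-LT control replicate 2 (0.033). Across all genes, 1181 rose and 989 fell, a total of 2170, of which 331 rose and 176 fell by more than 1 on the log2 scale. This balance turned toward falls without Py2T-LT control replicate 1. The total was 1445 without Py2T-LT control replicate 2, and the 989 falls became 658 and 590 without MEK inhibitor replicates 1 and 2 and 646 without Py2T-LT control replicate 2.

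BMP2 together with the MEK inhibitor, the combination the treatment labels name, was compared with the same Py2T-LT controls. Adipocyte genes were again raised, some of them from near the floor, BMP target genes rose throughout their list, and proliferation genes fell. Plin1 rose by 6.84 ± 0.31 to 32.8 ± 1.22 CPM, Cd36 by 6.73 ± 0.19 to 99.5 ± 8.2 CPM, Cidec by 6.64 ± 0.27, Adipoq by 6.21 ± 0.28 to 21.2 ± 0.48 CPM and Fabp4 by 6.05 ± 0.19 to 204 ± 23.4 CPM. Without 1 of the control libraries, Adipoq ran from 5.39 to 8.26 and Cidec from 6.05 to 7.63, and Cd36 reached 7.47. Of the 23 adipocyte lipid storage and hormone genes, 20 rose and none fell, as also adjusted over the list alone (camera adjusted p = 4.7e-27). Pparg rose by 2.82 ± 0.14 to 25.1 ± 0.0117 CPM and Cebpa by 1.23 ± 0.13 to 85.5 ± 18.5 CPM.

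All 18 measured BMP and SMAD1/5 targets rose, as also adjusted over the list alone (camera adjusted p = 1.3e-22). Id1 rose by 1.87 ± 0.12, from 40.2 ± 4.86 to 148 ± 5.71 CPM, and the transcriptional repressor gene Hey1 rose by 4.24 ± 0.16 from 2.39 ± 0.155 to 45.4 ± 1.24 CPM. Cell cycle genes went the other way: 28 of 29 fell and none rose, as also adjusted over the list alone (camera adjusted p = 2.3e-22). Mki67 fell by 1.5 ± 0.08 to 87.8 ± 2.94 CPM, the replication gene Mcm5 by 1.76 ± 0.11 and the mitotic checkpoint kinase gene Bub1 by 1.65 ± 0.13. Of 11 CDK inhibitor and p53 target genes, 2 rose and 3 fell, as also adjusted over the list alone (camera adjusted p = 0.77). Cdkn2b, a CDK4/6 inhibitor gene, rose by 1.35 ± 0.09.

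TGF-β targets rose in 9 cases and fell in 3 of 15, as also adjusted over the list alone (camera adjusted p = 0.0072; adjusted p = 0.071 with an estimated correlation). One member, Smad7, belongs to the BMP list too. Ltbp2, which encodes a latent TGF-β binding protein, rose by 3.54 ± 0.2, whereas Tgfbi fell by 3.35 ± 0.12. The ERK list held 1 gene that rose and 10 that fell of 18 (1 and 11 adjusted over the list alone; camera adjusted p = 0.0054; adjusted p = 0.071 with an estimated correlation). Egr1 fell by 2.92 ± 0.25 and Etv4 by 1.98 ± 0.13, Ier3 rose by 1.19 ± 0.1, and Dusp6 differed by 0.17 ± 0.11 (edgeR adjusted p = 0.22; 0.019 without Py2T-LT control replicate 1).

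Among further metabolic lists, 10 of 18 cholesterol synthesis genes rose and none fell (11 adjusted over the list alone; camera adjusted p = 0.015; adjusted p = 0.35 with an estimated correlation), with Cyp51, Nsdhl and Insig1 between 0.78 and 0.79. Of 20 PPAR target and fatty acid oxidation genes, 12 rose and 3 fell, as also adjusted over the list alone (camera adjusted p = 0.015; adjusted p = 0.27 with an estimated correlation), and Ehhadh, a peroxisomal oxidation enzyme, rose by 2.66 ± 0.23. Of 12 adipogenic regulators, 7 rose and 3 fell (8 and 3 adjusted over the list alone; camera adjusted p = 0.028; adjusted p = 0.4 with an estimated correlation). That call was also lost without a count filter (adjusted p = 0.086) and without Py2T-LT control replicate 1 (adjusted p = 0.052). In the brown and beige list, 1 of 6 rose and 2 fell, as also adjusted over the list alone (camera adjusted p = 3.6e-05 downwards; adjusted p = 0.43 without a count filter). Dio2 fell by 6.04 ± 0.11 and Tnfrsf9 by 3.08 ± 0.2, whereas Cidea, a lipid droplet gene at 1.32 ± 0.219 CPM that also belongs to the adipocyte list, was at least 7.08-fold higher than the floor of 3 counts per library set by 0 counts in controls.

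Epithelial genes split. Krt14, a basal keratin gene, rose by 3.26 ± 0.12 to 97.5 ± 4.41 CPM and Ovol1 rose from 0 counts to 2.86 ± 0.0671 CPM, at least 15.4-fold, while Cdh1 fell by 1.02 ± 0.14 to 16.7 ± 2.37 CPM. Of 11 members 4 rose and 5 fell, as also adjusted over the list alone (camera adjusted p = 0.29). Mesenchymal genes gave 3 rises and 6 falls of 17, as also adjusted over the list alone (camera adjusted p = 0.77), with the matrix genes Mmp2 and Col3a1 down at -3.5 ± 0.31 and -3.1 ± 0.33 (Col3a1 at -4.09 and -2.45 without BMP2 plus MEK inhibitor replicates 1 and 2), and Vim unresolved at 0.05 ± 0.08 (edgeR adjusted p = 0.64). Of 9 bone and cartilage genes 4 rose and 3 fell (4 and 4 adjusted over the list alone; camera adjusted p = 0.17). The mineralisation enzyme gene Alpl rose by 2.58 ± 0.13. Of 14 actin genes 4 rose and 3 fell, of 10 matrix protease and inhibitor genes 3 rose and 4 fell, and of 14 interferon response genes 3 rose and 7 fell (4 and 3, 3 and 5, and 3 and 7 adjusted over the list alone), and camera called none of these lists (adjusted p = 0.77, 0.079 and 0.17).

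The genes with the largest rises by the naming rule also held the Wnt ligand gene Wnt4 at 6.08 ± 0.22 and the oxytocin receptor gene Oxtr at 5.84 ± 0.15. The largest falls were the methyltransferase gene Inmt at -7.88 ± 0.19, which went from 479 ± 36.9 to 2.08 ± 1.13 CPM (-8.55 without BMP2 plus MEK inhibitor replicate 1), Dio2, Aspa at -5.11 ± 0.21, Cyp2f2 at -5.05 ± 0.18 and the noradrenaline transporter gene Slc6a2 at -4.84 ± 0.09. In all, 2511 genes rose and 2553 fell, 5064 together, of which 851 and 866 moved by more than 1 on the log2 scale. The balance of rises and falls turned with RLE size factors (2533 and 2517) and with a replicate block (2577 and 2571).

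**Figure D1:**
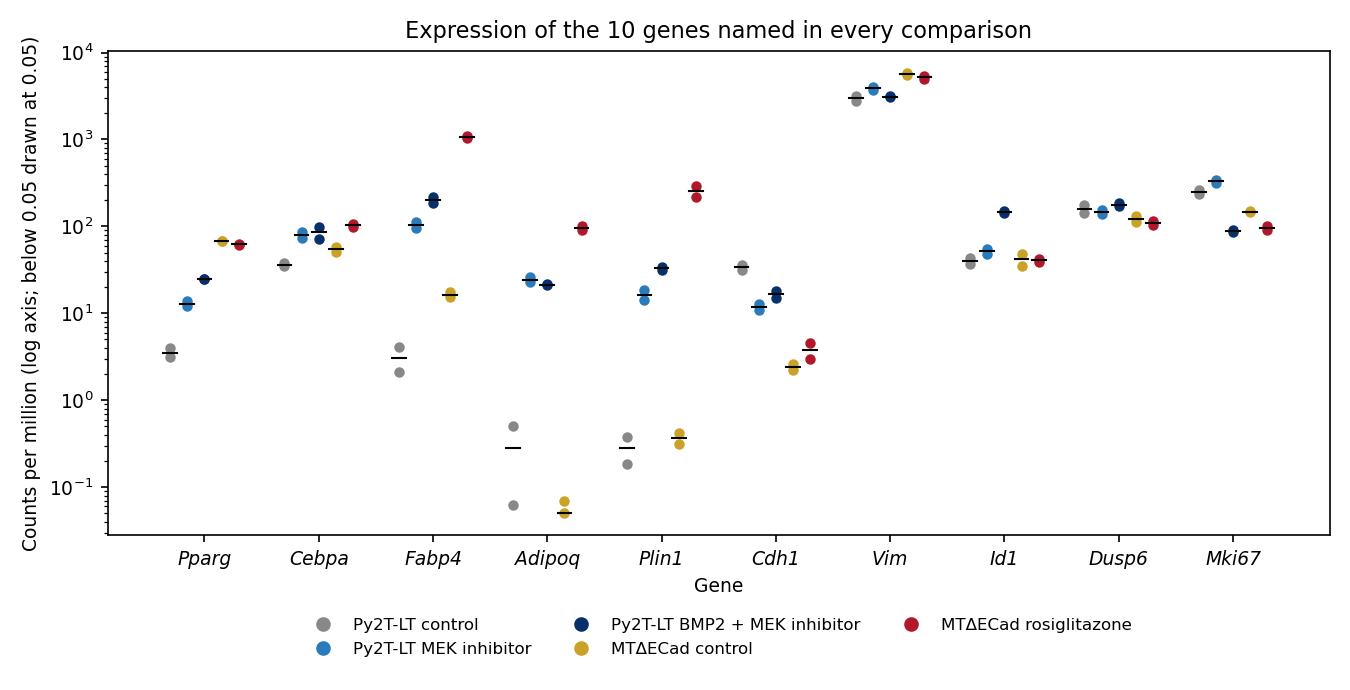
CPM (log axis) of the 10 genes named in each comparison, in each library (points, n = 2 per group) with the group mean (black line); values below 0.05 CPM are drawn at 0.05. Fabp4 stood at 3.08 CPM in Py2T-LT controls and at 104 and 204 CPM after the MEK inhibitor without and with BMP2, and at 16.4 and 1070 CPM in MTΔECad cells without and with rosiglitazone.

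Adding BMP2 to the MEK inhibitor was tested directly by comparing the combination with the inhibitor alone, since no group with BMP2 alone is analysed here. The protocol for cancer cells adds rosiglitazone after BMP2, and the labels do not name it. An effect of rosiglitazone is therefore not excluded in this comparison. Cell cycle genes were lower with BMP2 in all 29 of 29 cases, as also adjusted over the list alone (camera adjusted p = 5.2e-48; adjusted p = 9.5e-04 with an estimated correlation). Mki67 fell by 1.9 ± 0.08, from 329 ± 15.1 to 87.8 ± 2.94 CPM, Ube2c by 2.19 ± 0.14, Mcm5 by 2.13 ± 0.11 and Bub1 by 2.12 ± 0.13. Of 18 BMP targets 17 rose and none fell (18 adjusted over the list alone; camera adjusted p = 1.8e-18). Hey1 rose by 4.22 ± 0.16, the inhibitory SMAD gene Smad6 by 2.68 ± 0.13 and Id1 by 1.51 ± 0.12. Of 15 TGF-β targets 9 rose and 2 fell (9 and 3 adjusted over the list alone; camera adjusted p = 2.8e-06). Ltbp2 rose by 3.34 ± 0.19, and Tgfbi fell by 2.82 ± 0.12.

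Part of the adipocyte list was higher in the combination than with the inhibitor alone, a further rise that cannot be assigned to BMP2 alone. Of 23 members 13 rose and 1 fell, as also adjusted over the list alone (camera adjusted p = 0.0049; adjusted p = 0.46 with an estimated correlation). Plin1 rose by 1.02 ± 0.15, Fabp4 by 0.97 ± 0.13 and, among the regulators, Pparg by 0.95 ± 0.11. Adipoq and Cebpa gave -0.2 ± 0.14 and 0.1 ± 0.13 and did not pass (edgeR adjusted p = 0.28 and 0.57). The fallen member was Cfd, the adipsin gene, at -1.11 ± 0.3 and 1.4 ± 0.668 against 3 ± 0.601 CPM, whose edgeR adjusted p of 0.0055 became 0.13 without BMP2 plus MEK inhibitor replicate 2 and 0.061 without MEK inhibitor replicate 1. Of 12 adipogenic regulators 3 rose and 4 fell (4 and 4 adjusted over the list alone; camera adjusted p = 0.88), with Klf15 at -2.05 ± 0.38.

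Interferon response genes were lower with BMP2 in 6 of 14 cases and higher in none, as also adjusted over the list alone (camera adjusted p = 0.022; adjusted p = 0.21 with an estimated correlation), with Ifit1 down at -3.21 ± 0.3 from 7.48 ± 2.36 CPM and Oasl2 at -1.77 ± 0.26. In the ERK list 1 rose and 9 fell of 18 (2 and 9 adjusted over the list alone; camera adjusted p = 0.015; adjusted p = 0.14 with an estimated correlation). Etv4 was down at -1.65 ± 0.13 and Etv1 at -1.28 ± 0.13, and Dusp6 gave 0.27 ± 0.11 at the edge of the threshold (edgeR adjusted p = 0.052). It passed without a count filter (0.0064), with only the compared groups fitted (0.006), with RLE size factors (0.049) and without MEK inhibitor replicate 1 (0.047). Cholesterol synthesis genes rose in 10 of 18 cases with none falling (11 adjusted over the list alone; camera adjusted p = 0.012; adjusted p = 0.36 with an estimated correlation), Cyp51 by 0.74 ± 0.08. Matrix protease and inhibitor genes rose in 2 and fell in 6 of 10 cases (2 and 7 adjusted over the list alone; camera adjusted p = 0.03; adjusted p = 0.16 with an estimated correlation), with the stromelysin gene Mmp3 down at -2 ± 0.12 and Plaur at -1.01 ± 0.12. In the brown and beige list 1 rose and 3 fell of 6, as also adjusted over the list alone (camera adjusted p = 0.012 downwards; adjusted p = 0.14 with an estimated correlation; adjusted p = 0.21 without a count filter), with Dio2 at -2.85 ± 0.11 and Tnfrsf9 at -2.63 ± 0.21.

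Keratins moved apart between these 2 groups: Krt8, a luminal keratin gene, fell by 2.56 ± 0.09 from 254 ± 27.9 to 43 ± 2.62 CPM, whereas Krt14 rose by 2.51 ± 0.11. Of 11 epithelial genes 6 rose and 3 fell, as also adjusted over the list alone (camera adjusted p = 0.98). Cdh1 rose by 0.5 ± 0.15 with edgeR adjusted p = 0.014, a call lost without BMP2 plus MEK inhibitor replicate 1 (0.17) or MEK inhibitor replicate 2 (0.13), and Vim fell by 0.32 ± 0.08 with edgeR adjusted p = 0.0044, lost without MEK inhibitor replicate 1 (0.055). Of 17 mesenchymal genes 5 rose and 8 fell, as also adjusted over the list alone (camera adjusted p = 0.8). The matrix glycoprotein gene Tnc rose by 1.82 ± 0.08 to 720 ± 58.4 CPM and Mmp2 fell by 3.32 ± 0.32. Of 20 PPAR target and fatty acid oxidation genes 8 rose and 3 fell, of 9 bone and cartilage genes 4 rose and 4 fell, of 14 actin genes 2 rose and 4 fell, and of 11 CDK inhibitor and p53 target genes 2 rose and 8 fell, each as also adjusted over the list alone. Camera called none of these 4 lists (adjusted p = 0.12, 0.88, 0.63 and 0.24).

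The largest rises by the naming rule were Wnt4 at 6.79 ± 0.24, Smoc2 at 5.3 ± 0.16, the catenin gene Ctnnd2 at 5.26 ± 0.21, the adenosine receptor gene Adora1 at 4.86 ± 0.26 (5.5 without MEK inhibitor replicate 2) and the collagen gene Col14a1 at 4.52 ± 0.1. The largest falls were Inmt at -6.43 ± 0.19 (-7.09 without BMP2 plus MEK inhibitor replicate 1), the retinoic acid binding protein gene Crabp1 at -5.03 ± 0.24, Slc6a2 at -4.67 ± 0.09, the transferrin gene Trf at -4.64 ± 0.18 and the interleukin receptor gene Il1rl1 at -4.49 ± 0.18. Over all genes 2356 rose and 2552 fell, 4908 together, of which 668 and 891 moved by more than 1 on the log2 scale.

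Rosiglitazone was compared with the MTΔECad controls to see what activating PPARγ did in the other line. Adipocyte genes rose with a median log2 fold change of 2.8 over their list, and genes of fatty acid oxidation rose too. Fabp4 went from 16.4 ± 1.46 to 1070 ± 37.5 CPM, a log2 fold change of 6.02 ± 0.16, Plin1 from 0.365 ± 0.074 to 255 ± 53.4 CPM, 9.43 ± 0.25, and Cd36 from 0.508 ± 0.364 to 230 ± 0.635 CPM, 8.84 ± 0.2 (9.8 and 8.21 without MTΔECad control replicates 1 and 2). Adipoq stood at 95.8 ± 8.13 CPM against 1 count in the 2 control libraries, a ratio of 2910 with a 95% counting interval of 522 to 115000. Its log2 fold change of 11.19 became 13.58 and 10.27 without MTΔECad control replicates 1 and 2. Pparg itself gave 62.5 ± 0.988 against 68 ± 1.04 CPM, a difference of -0.12 ± 0.09 that did not pass (edgeR adjusted p = 0.5).

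Of 23 adipocyte lipid storage and hormone genes 19 rose and none fell, as also adjusted over the list alone (camera adjusted p = 2.9e-162). Cidec rose by 8.56 ± 0.25, and Aqp7, a glycerol channel gene with 0 counts in controls, was at least 36.5-fold higher. Of 20 PPAR target and fatty acid oxidation genes 17 rose and none fell (18 adjusted over the list alone; camera adjusted p = 1.2e-32). Angptl4 rose by 4.06 ± 0.13, the uncoupling protein gene Ucp3 by 3.5 ± 0.39 and Ehhadh by 2.07 ± 0.14. Of 12 adipogenic regulators 4 rose and none fell (4 and 2 adjusted over the list alone; camera adjusted p = 0.089), namely Zfp423 by 1.1 ± 0.21, Cebpa by 0.92 ± 0.13, Rxra by 0.82 ± 0.08 and Srebf1, which lies outside the naming rule here. Without MTΔECad control replicate 1 this list was called (adjusted p = 0.042). In the brown and beige list 3 rose and 1 fell of 6, as also adjusted over the list alone (camera adjusted p = 0.037; adjusted p = 0.21 with an estimated correlation), among them Ppargc1a, a coactivator of mitochondrial genes, by 1.33 ± 0.15. That list lost its call without a count filter (adjusted p = 0.12), without rosiglitazone replicate 2 (0.068) and without MTΔECad control replicate 1 (0.053).

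Cell cycle genes were lower under rosiglitazone in 16 of 29 cases and higher in none (20 lower adjusted over the list alone; camera adjusted p = 2.7e-08). Mki67 fell by 0.62 ± 0.08, from 147 ± 3.17 to 96.2 ± 6.6 CPM, Ccnb2 by 0.78 ± 0.11 and Bub1b by 0.66 ± 0.12. Of 11 epithelial genes 4 rose and 1 fell (5 and 1 adjusted over the list alone; camera adjusted p = 0.021; adjusted p = 0.41 with an estimated correlation). Krt14 rose by 2.75 ± 0.12. The call of this list was lost without a count filter (adjusted p = 0.14) and without rosiglitazone replicate 1 (0.065). Cdh1 gave 3.81 ± 1.12 against 2.41 ± 0.227 CPM, 0.66 ± 0.25, and missed the threshold (edgeR adjusted p = 0.089), which it passed without a count filter (0.037) and without rosiglitazone replicate 1 (0.021). Vim gave -0.13 ± 0.08 (edgeR adjusted p = 0.37), Id1 -0.04 ± 0.13 (0.92) and Dusp6 -0.18 ± 0.11 (0.37).

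Of 18 BMP targets none rose and 1 fell under rosiglitazone, as also adjusted over the list alone (camera adjusted p = 0.72), the fallen gene being Id2, which lies outside the naming rule. Of 15 TGF-β targets 2 rose and 2 fell (3 and 2 adjusted over the list alone; camera adjusted p = 0.62). Ltbp2 rose by 1.23 ± 0.2, a call lost without rosiglitazone replicate 1 (edgeR adjusted p = 0.076) or 2 (0.055). Of 18 ERK list genes 2 rose and 3 fell (3 and 4; camera adjusted p = 0.72). The ERK pathway inhibitor gene Spry2 rose by 1.17 ± 0.12. Of 9 bone and cartilage genes 2 fell and none rose, as also adjusted over the list alone (camera adjusted p = 0.22), which were Alpl at -1.32 ± 0.13 and Spp1 at -0.48 ± 0.09. Of 18 cholesterol synthesis genes 4 rose and none fell, of 17 mesenchymal genes 2 rose and 3 fell, of 14 actin genes 2 fell and none rose, and of 14 interferon response genes 1 rose and 1 fell, each as also adjusted over the list alone. Of 10 matrix protease and inhibitor genes 1 fell (1 rose and 4 fell adjusted over the list alone), and of 11 CDK inhibitor and p53 target genes 1 fell. Camera called none of these 6 lists (adjusted p = 0.3, 0.62, 0.15, 0.67, 0.2 and 0.92).

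The largest rises by the naming rule also held the epoxide hydrolase gene Ephx2 at 6.95 ± 0.19 and the annexin gene Anxa8 at 6.91 ± 0.14. The falls were smaller, led by Tmem45a at -1.74 ± 0.25, Inmt at -1.72 ± 0.12, the integrin gene Itgb2 and the retinoic acid receptor gene Rarb, both at -1.56, and Ablim3 at -1.43 ± 0.27. Over all genes 1046 rose and 691 fell, 1737 together, of which 351 rose and 58 fell by more than 1 on the log2 scale. The total was 1113 without MTΔECad control replicate 1, and the 691 falls became 418 without rosiglitazone replicate 1 and 353 and 406 without MTΔECad control replicates 1 and 2.

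**Figure D2:**
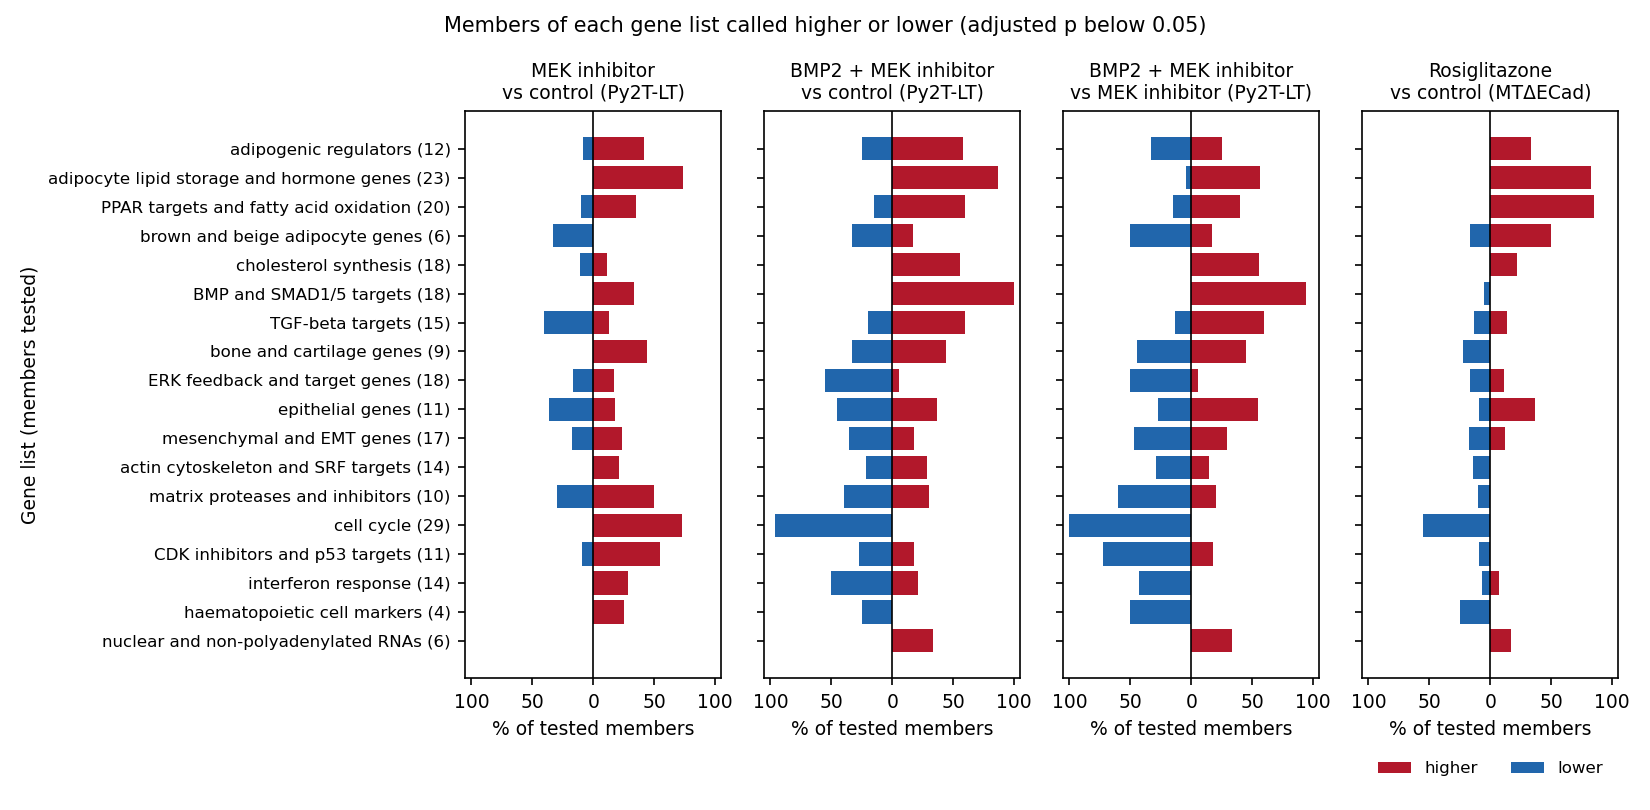
Percentage of the tested members of each gene list that rose (red, to the right) or fell (blue, to the left) at an edgeR adjusted p of 0.05 in the 4 treatment comparisons; the number tested stands behind each list name. Adipocyte genes rose in 17, 20 and 19 of 23 cases in the 3 comparisons with controls, while cell cycle genes rose in 21 of 29 under the MEK inhibitor alone and fell in 28 of 29 with BMP2 and in 16 of 29 under rosiglitazone.

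The control libraries of both lines were compared to describe the cells that the treatments started from. Cdh1, the gene deleted in MTΔECad cells (NCBI Gene 12550, chromosome 8), served as a check of the labels and stood at 2.41 ± 0.227 CPM in MTΔECad against 33.8 ± 3.04 CPM in Py2T-LT controls, -3.81 ± 0.19. The counts are per gene and not per exon, so these remaining Cdh1 counts cannot be placed inside or outside a deleted part. Actin and SRF target genes were higher in MTΔECad, 11 of 14 with none lower, as also adjusted over the list alone (camera adjusted p = 2.0e-08; adjusted p = 0.051 with an estimated correlation). The smooth muscle actin gene Acta2 stood at 2390 ± 135 against 1.12 ± 1.24 CPM, 11.05 ± 0.41 (10.22 and 13.2 without Py2T-LT control replicates 1 and 2), and Tagln at 170 ± 5.11 against 0.653 ± 0.226 CPM, 8.01 ± 0.16.

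Mesenchymal genes were higher in MTΔECad in 11 and lower in 3 of 17 cases, as also adjusted over the list alone (camera adjusted p = 0.0021; adjusted p = 0.24 with an estimated correlation), with Col3a1, the type III collagen gene, at 1770 ± 26.7 against 4.07 ± 0.962 CPM and Vim up by 0.94 ± 0.08. Epithelial genes were higher in 2 and lower in 6 of 11 cases, as also adjusted over the list alone (camera adjusted p = 0.044; adjusted p = 0.28 with an estimated correlation), and this call was lost without a count filter (adjusted p = 0.092) and without MTΔECad control replicates 1 (0.065) and 2 (0.067). Cldn4 held 0.0626 ± 0.0885 against 9.8 ± 0.185 CPM, a ratio of 149 lower in MTΔECad with a counting interval of 40.8 to 1230. Its log2 fold change of -7.06 became -6.2 and -10.28 without MTΔECad control replicates 1 and 2.

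Pparg was higher in untreated MTΔECad, at 68 ± 1.04 against 3.54 ± 0.562 CPM, 4.26 ± 0.13, and Fabp4 at 2.41 ± 0.22. Cebpa differed by 0.58 ± 0.13, whereas Plin1 did not pass at 9 and 11 counts per group (edgeR adjusted p = 0.71). Adipoq was called lower on 1 count against 9, a call lost without Py2T-LT control replicate 2 (edgeR adjusted p = 0.73) or MTΔECad control replicate 2 (0.21) and with DESeq2 (0.076). Of 12 adipogenic regulators 9 were higher and 1 lower (camera adjusted p = 0.013; adjusted p = 0.28 with an estimated correlation), and of 23 adipocyte genes 10 were higher and 2 lower (camera adjusted p = 0.0026; adjusted p = 0.35 with an estimated correlation), both as also adjusted over the list alone. Plin4, a lipid droplet gene, stood at 736 ± 26.3 against 23.1 ± 0.0545 CPM. Of 20 PPAR target and fatty acid oxidation genes 13 were higher and 3 lower (14 and 3 adjusted over the list alone; camera adjusted p = 0.044; adjusted p = 0.28 with an estimated correlation; adjusted p = 0.071 without Py2T-LT control replicate 2), and of 6 brown and beige genes 1 was higher and 3 lower, as also adjusted over the list alone (camera adjusted p = 0.024 downwards; adjusted p = 0.24 with an estimated correlation; adjusted p = 0.34 without a count filter), with Dio2 at 1.07 ± 0.432 against 603 ± 31.7 CPM.

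Cell cycle genes were lower in MTΔECad controls in 28 of 29 cases, as also adjusted over the list alone (camera adjusted p = 2.4e-06; adjusted p = 0.054 with an estimated correlation), Mki67 at -0.75 ± 0.08 and Aurka at -1.65 ± 0.13. Of 11 CDK inhibitor and p53 target genes 3 were higher and 8 lower, as also adjusted over the list alone (camera adjusted p = 6.3e-05; adjusted p = 0.051 with an estimated correlation). The list's median and mean log2 fold changes were -0.74 and -2.41. It was not tested without Cdkn2a, Cdkn2b and Mdm2, so how far its call rests on these genes is not known. Cdkn2b had 0 counts in MTΔECad controls against 98.6 ± 7.18 CPM in Py2T-LT, at least 497-fold lower against 3 counts per library, and Cdkn2a, which encodes p16 and p19, stood at 0.393 ± 0.0638 against 56.2 ± 7.47 CPM, -7.12 ± 0.2. Mdm2, the gene of a ligase that degrades p53 (NCBI Gene 17246, chromosome 10, 117688875 to 117710758), stood at 80.9 ± 6.85 against 2640 ± 136 CPM, -5.03 ± 0.1, and tested genes within 250 kb of it were lower in MTΔECad too, with a median of -5.17.

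Interferon response genes were higher in MTΔECad controls in 9 and lower in 2 of 14 cases (camera adjusted p = 0.036; adjusted p = 0.25 with an estimated correlation; adjusted p = 0.053 without a count filter). Ifit2 was higher by 2.91 ± 0.1. ERK list genes were higher in 4 and lower in 10 of 18 cases (camera adjusted p = 0.044; adjusted p = 0.25 with an estimated correlation; adjusted p = 0.053 without a count filter). Without Py2T-LT control replicate 1 or MTΔECad control replicate 1 the ERK list was not called (adjusted p = 0.056 and 0.059), nor was its member Dusp6, which differed by -0.37 ± 0.11 with edgeR adjusted p = 0.0073 (0.13 and 0.1). Of 18 BMP targets 7 were higher and 8 lower (8 and 8 adjusted over the list alone), of 15 TGF-β targets 8 and 6, of 9 bone and cartilage genes 2 and 3, of 18 cholesterol synthesis genes 7 and 1, and of 10 matrix protease and inhibitor genes 3 and 3. Camera called none of these 5 lists (adjusted p = 0.66, 0.14, 0.75, 0.43 and 0.14), and apart from the BMP list the counts of the lists in these sentences were also those adjusted over the list alone. Id1 differed by 0.06 ± 0.13 (edgeR adjusted p = 0.71).

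The largest differences by the naming rule were toward MTΔECad for Serpine2 at 11.55 ± 0.15, Acta2, Setbp1, Prex2 and Scrn1, and toward Py2T-LT for Fermt1, Pcdh7, Plxna4, Hdgfl3 and Bnc1. With 1 to 3 counts in the lower line, Setbp1 stood 3510 times higher in MTΔECad (counting interval 630 to 139000) and Fermt1 6640 times lower (1190 to 262000). Without 1 control library of the lower line, the log2 fold change of Setbp1 ran from 10.62 to 13.75 and that of Fermt1 from -14.77 to -11.46. Prex2, Scrn1, Pcdh7, Plxna4, Hdgfl3 and Bnc1 stood at 0.0313 to 0.0924 CPM in the lower line, and no size is given for them. In all 3857 genes were higher and 4163 lower in MTΔECad, 8020 together, of which 1492 and 1727 differed by more than 1 on the log2 scale. Of the genes called, 311 had 0 counts in both MTΔECad control libraries and 56 had 0 counts in both Py2T-LT control libraries. Line, culture history and tumour of origin differ together in this comparison.

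Markers of other cell types were measured in each comparison. Of 10 haematopoietic markers 4 were tested and camera called that list in no comparison (adjusted p = 0.22 to 0.9), although in Py2T-LT cells Cd68, a macrophage lysosomal gene that other cells express too, stood at 2.12 ± 0.124 CPM with BMP2 plus MEK inhibitor against 6.52 ± 0.927 CPM with the inhibitor alone. By comparison, in the order MEK inhibitor, combination, combination against inhibitor, rosiglitazone and line, the haematopoietic members that rose and fell numbered 1 and 0, 0 and 1, 0 and 2, 0 and 1, and 1 and 1. Only 2 members of the endothelial list and 1 of the skeletal muscle list passed the count filter, too few for a list test. The endothelial pair gave 0 and 0, 0 and 1, 0 and 1, 0 and 0, and 0 and 1. Tnnt2, the only tested member of the skeletal muscle list, was higher after the MEK inhibitor and after the combination than in controls. It was also higher in MTΔECad than in Py2T-LT controls. A single gene cannot show whether skeletal muscle cells were present. Of 6 nuclear or non-polyadenylated RNAs, 0, 2, 2, 1 and 2 rose and 0, 0, 0, 0 and 3 fell, and camera did not call the list (adjusted p = 0.2 to 0.96). Malat1 and Neat1, which are kept in the nucleus, rose by 0.5 ± 0.1 and 0.51 ± 0.08 in the combination against controls, and by 0.65 ± 0.1 and 0.3 ± 0.08 against the inhibitor alone, beside each gene group reported for those libraries. The smallest of these, Neat1 against the inhibitor, was not called without BMP2 plus MEK inhibitor replicate 1 (edgeR adjusted p = 0.12) or MEK inhibitor replicate 2 (0.094). Under rosiglitazone Neat1 rose by 0.56 ± 0.08, beside the gene groups reported there. In MTΔECad against Py2T-LT controls, Malat1 stood at 24400 ± 1150 against 18200 ± 1280 CPM and Rpph1 at 11100 ± 869 against 6230 ± 280 CPM. Neat1 stood at 319 ± 2.75 against 519 ± 5.49 CPM, Kcnq1ot1 at 0 against 108 ± 21.6 CPM and Terc at 2.72 ± 0.577 against 7.48 ± 0.382 CPM. These differences also lie beside the gene groups reported for the lines. Adjusted over the list alone, these 4 lists gave the same counts except for the haematopoietic list, with 1 and 1 under the MEK inhibitor and 0 and 2 under rosiglitazone.

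The calls of the treatments were set against each other. Under the MEK inhibitor without and with BMP2, both against the same controls, 560 genes rose in both comparisons and 591 fell in both, where independent lists of these sizes would share 226 and 192, and 383 genes moved in opposite directions, where 418 would. Because both comparisons use the same control libraries, 20 simulations without any effect were run, and they gave on average 0.45 shared rises and 0.25 shared falls. The log2 fold changes correlated across genes at 0.53 (Pearson) and 0.34 (Spearman), where the simulations gave 0.52, and their covariance was 0.354 against 0.042 in the simulations. The 2 control libraries could not be split into groups of at least 2, so part of the excess may come from the shared controls.

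Between BMP2 plus MEK inhibitor in Py2T-LT and rosiglitazone in MTΔECad, which share no library, 424 genes rose in both and 293 fell in both, where independent lists would share 200 and 134. The odds ratios were 3.27 and 3.32 (Fisher's exact test across genes, p = 2.1e-63 and 3.5e-46), and 310 genes moved in opposite directions where 335 would. The pair of the MEK inhibitor alone and rosiglitazone was added after the data were seen. In this pair 259 genes rose in both and 152 fell in both, where 93.9 and 52 would. The odds ratios were 3.99 and 3.91, and 214 genes moved in opposite directions where 141 would. The log2 fold changes of these pairs correlated across genes at 0.23 and 0.28 (Pearson) and at 0.16 and 0.1 (Spearman), and genes are not independent replicates.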

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

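Leaving out libraries for the counts of shared calls was chosen after the data were seen. So were the calls shared by the MEK inhibitor alone and rosiglitazone and by all 3 treatments, together with their alternatives. The other alternatives were fixed before. No list and no gene taken by the naming rule that was called reversed its direction under any alternative run, whereas some that passed no test changed sign. For the other called genes only numbers of calls were compared. The balance of rises and falls turned in 2 comparisons: the MEK inhibitor gave 1021 and 1156 without Py2T-LT control replicate 1 instead of 1181 and 989, and the combination against controls gave 2533 and 2517 with RLE size factors and 2577 and 2571 with a replicate block instead of 2511 and 2553. At the stricter threshold of 1 on the log2 scale, the calls shared by the MEK inhibitor with and without BMP2 numbered 315 instead of 1151, those shared by the combination and rosiglitazone 147 instead of 717, those shared by the MEK inhibitor alone and rosiglitazone 90 instead of 411, and those shared by all 3 treatments 72 instead of 286, because that threshold admits fewer genes. Leaving out each library in turn gave 1445 to 2177 genes for the MEK inhibitor against 2170, and 590 to 1156 falls against 989. For rosiglitazone it gave 1113 to 1350 genes against 1737, and 353 to 470 falls against 691. The lowest values came without Py2T-LT control replicate 2, MEK inhibitor replicate 2 and MTΔECad control replicate 1 (for both rosiglitazone counts), in that order, and a fit with fewer libraries has less power by construction. The other counts of genes per comparison and the totals of shared calls stayed within 1.5 times. DESeq2 called 1678, 4191, 3985, 1365 and 7294 genes for the MEK inhibitor, the combination, the combination against the inhibitor, rosiglitazone and the line comparison. Of these, 1646, 4136, 3961, 1343 and 7160 were also called by edgeR. Without a count filter edgeR called 2574, 5346, 5072, 2034 and 8312. With the estimated correlation 28 of 90 list tests lost their call, with fry 24 gained one, without a count filter 10 lost and 3 gained one, and with RLE size factors none of the 90 changed. Of the named genes, 26 comparisons lost and 6 gained a call over the alternatives with all libraries, against 1848 that stayed on their side of the threshold, and 96 lost and 4 gained one when a library was left out, against 1164.

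Replicate numbers are shared by the groups, but libraries with the same number did not deviate together from their group means: the correlations over 10 pairs of groups ran from -0.11 to 0.1, and not each was above 0.1. With a replicate block the counts were 2245, 5148, 5024, 1833 and 8091. No list call changed with the block, and among the named genes only Mx2 in the combination against controls did (edgeR adjusted p = 0.051). Depth limits the genes near the floor: 1 count is worth up to 0.07 CPM, so ratios of genes with few counts in a group, such as Adipoq in MTΔECad controls, have wide counting intervals.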

Other observations

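The genes named in the first paragraph and the tests of a response shared with rosiglitazone, of depth, of untreated cells in the MEK inhibitor libraries and of silent genes by chromosome were chosen after the results were seen. The MEK inhibitor, its combination with BMP2 and rosiglitazone raised 191 genes in all 3 comparisons with controls and lowered 95 in all 3, where independent lists would share 18 and 10; the first 2 comparisons use the same controls, which may add to the excess. Outside the fixed lists, Mgll, which encodes monoglyceride lipase, rose by 2.92 ± 0.17, 4.4 ± 0.15 and 2.06 ± 0.09 on the log2 scale in the order given, and the pyruvate carboxylase gene Pcx by 1.85 ± 0.13, 2.51 ± 0.13 and 2.7 ± 0.11. The complement gene C3 rose by 1.81 ± 0.13, 1.51 ± 0.13 and 2.09 ± 0.15, the sortilin gene Sort1 by 1.49 ± 0.15, 1.78 ± 0.15 and 4.5 ± 0.16, and the adhesion gene Mcam by 1.04 ± 0.21, 3.76 ± 0.18 and 3.83 ± 0.18. Among the shared falls, the retinoic acid receptor gene Rarb gave -1.94 ± 0.21, -7.25 ± 0.42 and -1.56 ± 0.2. The value of -7.25 rests on 0.067 ± 0.0947 CPM with the combination, below the floor of 3 counts per library, so its size is uncertain. Inmt gave -1.45 ± 0.12, -7.88 ± 0.19 and -1.72 ± 0.12, and the mechanically gated channel gene Piezo2 gave -1.55 ± 0.15, -3.09 ± 0.17 and -1.01 ± 0.18. The neural adhesion gene L1cam gave -1.48 ± 0.16, -2.04 ± 0.17 and -0.87 ± 0.15.

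Of 10235 genes with at least 5 CPM in Py2T-LT controls, 130 were silent in MTΔECad, which means at most 3 counts in each library of that line, and of 10109 such genes in MTΔECad, 27 were silent in Py2T-LT. Among X-linked genes 4.4% of those expressed in Py2T-LT were silent in MTΔECad, against 1.2% on the autosomes (odds ratio 3.87, Fisher's exact test across genes, p = 5.2e-05). The reverse held too: 1.4% of the X-linked genes expressed in MTΔECad (4 of 295) were silent in Py2T-LT, against 0.23% on the autosomes (odds ratio 5.84, Fisher's exact test across genes, p = 0.0074).

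Adipocyte genes rose in the Py2T-LT libraries given the MEK inhibitor alone, and all 10 libraries were run on the same lane as the rosiglitazone libraries, which hold many adipocyte reads. If reads had leaked, other genes abundant in the rosiglitazone libraries would appear at a like percentage. For comparison, 11 genes had at least 50 CPM under rosiglitazone, at most 1 CPM in Py2T-LT controls and no response to rosiglitazone. These 11 stood in the MEK inhibitor libraries at a median of 0.64% of their rosiglitazone level, whereas 7 adipocyte genes stood at a median of 9.75% (6.38% to 25.5%). All 7 were called higher under the MEK inhibitor and under rosiglitazone, and a choice of such genes favours high percentages. The values argue against leaked reads as the source for these 7 genes, and the rest of the list was not tested. A response shared with rosiglitazone was in line with the values: of 333 genes outside the adipocyte list that rosiglitazone raised by more than 1 on the log2 scale, 34.8% (116) were called higher under the MEK inhibitor, against a median of 7.81% and a maximum of 13.2% in 10000 random lists of like expression (permutation p = 0.0001 from these lists, the smallest they can give), while 20 were called lower. Whether this reflects the inhibitor or rosiglitazone in the culture medium stays open, since the protocol for cancer cells includes rosiglitazone and the labels of these samples do not name it. The same question stays open for the adipocyte genes raised in the combination, since that protocol adds rosiglitazone after BMP2.

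ERK target genes as a list did not pass under the MEK inhibitor alone. Low depth would need large standard errors, yet their median over the 18 genes was 0.11, and 1 member fell by more than 1 on the log2 scale. Mislabelled untreated cells would leave few calls, yet 2170 genes were called with both inhibitor libraries beyond both controls. A return of ERK signalling by day 7 and weak inhibition at that time were not tested and stay open.

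Genes of neighbouring segments differed between the lines, next to Cdkn2a and Cdkn2b on chromosome 4 and to Mdm2 on chromosome 10. Loss of the Cdkn2a and Cdkn2b segment in MTΔECad may explain the near absence of both. The nearest expressed neighbours were Gm12610, which overlaps Cdkn2b and gave -1.89, and Mtap on the other side. Reads of overlapping genes may be divided in an unknown way, so the fall of Gm12610 cannot test such a loss separately from Cdkn2b. Mtap gave 1.23 and so would lie outside such a loss, while Wincr1 beyond Mtap gave -2.56. Dmrta1, beyond Gm12610, stood at 0 CPM in MTΔECad controls, so no exact fold is given. Over treated and control libraries together it had 2 counts in the 4 MTΔECad libraries against 479 in Py2T-LT. In MTΔECad, Gm12610 kept 18 counts (238 in Py2T-LT) and Cdkn2a itself, inside such a segment, kept 24 (6302 in Py2T-LT). Dmrta1 stands at only 3.16 CPM in Py2T-LT controls. Silencing of the region therefore stays open. A gain of the Mdm2 segment in Py2T-LT is a candidate explanation for its 2640 CPM. The 5 tested genes within 250 kb had a median of -5.17 in MTΔECad relative to Py2T-LT. On one side Slc35e3 gave -5.12, Nup107 -5.17, Rap1b -3.75 and 4933411E08Rik -8.39, and on the other Cpm gave -9.59. The values of 4933411E08Rik and Cpm rest on 0.0348 and 0.163 CPM in MTΔECad controls, so their sizes are uncertain. Over the 4 MTΔECad libraries these 2 genes had 2 and 8 counts. Beyond the 5 genes, Mdm1 gave -4.24 and Cpsf6, on the side of Cpm, -0.42. No DNA copy number was analysed here, and shared regulation of the region was not tested.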
